A study of Mus musculus with 6 samples. Its data were reported in "Identification of TAZ as the essential molecular switch in orchestrating SCLC phenotypic transition and metastasis" (2022).

How the data were processed

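RNA was profiled in 6 libraries of mouse small-cell lung cancer (SCLC) cells. SMC, the SCLC metastasizing cell, is the name the study gave to NCAM-high, CD44-low or CD44-negative cells sorted by flow cytometry from lung tumours of mice with conditional Rb1 and Trp53 alleles. The cells were infected with a control virus (SMC-Ctrl, 3 libraries) or with a virus carrying TAZ-4SA, a constitutively active mutant of the transcriptional co-activator TAZ (SMC-TAZ-4SA, 3 libraries), and infected cells were selected with puromycin. Groups and replicate numbers were taken from the sample titles. The data statement of the study instead lists this series as SMC against non-SMC, the NCAM-low, CD44-high cells of the same tumours. The titles and the design text were followed, and the difference between the sources is not resolved here. Nothing in the descriptions says that the replicates came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.

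Per the study's methods, total RNA was extracted with TRIzol and read pairs from a NovaSeq instrument were mapped to the mouse genome mm10, and the submitters' processing notes name STAR 2.6. The authors deposited FPKM values, that is, fragments scaled by transcript length and by the mapped fragments of the library, with one column for each library. The tool and the gene annotation behind the FPKM values, and whether strand was used, are not given in the sources used here. Because the values are FPKM and not counts, no count model was fitted here, and limma on a log scale was used as fixed beforehand for that unit.

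The table held 23847 lines and 23361 gene symbols. A total of 254 symbols stood on several lines (740 lines in all, 42 of these symbols reaching the expression filter when summed) and were left out of the tests. Gene positions came from the GENCODE M21 annotation of GRCm38, the same assembly as mm10, where 92.8% of the symbols (21685) were found by name. FPKM keeps no read number, so the absolute depth is unknown. Low values moved in steps whose ratio between libraries gave a relative depth, estimated as the most frequent ratio among values under 0.3 FPKM. With SMC-Ctrl replicate 1 set to 1, it was 1.09 and 0.968 in the other SMC-Ctrl libraries and 0.962, 0.846 and 0.713 in SMC-TAZ-4SA replicates 1 to 3, so low values were least precise in the last of these. A value of exactly 0 can be a failed estimate: the ribosomal protein genes Rps12 and Rps28 were listed at 0 in every library. For genes listed at 0 throughout a group no mean, SD or fold is given.

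A gene was tested when it reached 1 FPKM in at least 3 of the 6 libraries, which left 12141 genes. The values were transformed to log2(FPKM + 1), and fold changes are on that scale, so they understate the change of genes with low values. Groups were compared with limma 3.58.1 in R 4.3.3 (linear model with the group as its only term, empirical Bayes with a mean-variance trend, 2-sided), with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. On simulated data with the means and residual spread of the 12141 genes and 200 changed genes, limma called 67.2% of the genes changed by 0.5 on the log2 scale (45 of 67), 92.5% of those changed by 1 (62 of 67) and all of those changed by 2 (66 of 66), with 10 unchanged genes called. Far fewer genes were changed there than were called in the data, and noise was drawn independently for each gene. These rates need not hold for the real comparison.

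A set of 28 gene lists was written before the data were examined. Lists with at least 3 tested members, 27 in all, were tested against the other genes with limma's camera at a preset correlation between genes of 0.01 and, beside it, with an estimated correlation, 2-sided and adjusted over the lists. The lists were the model and sort genes, the TAZ targets and the small-cell neuroendocrine (SCN) genes named by the study, a YAP/TAZ target signature, Hippo pathway components, the neuroendocrine and non-neuroendocrine parts of an SCLC list, synaptic vesicle and secretion genes, SCLC transcription factors, the Notch pathway, mesenchymal genes, epithelial genes, adhesion and actin cytoskeleton genes, cytokines and chemokines, the interferon response, class I antigen presentation, SWI/SNF subunits, S phase, mitosis, apoptosis regulators, immediate early and heat shock genes, ER stress, housekeeping genes, and markers of fibroblasts, leukocytes, endothelium, lung epithelial cells and tuft cells. Some lists share genes: 4 of the TAZ targets and all 6 SCN genes stand in another list, as do 4 of the fibroblast markers. The older symbols of the table were used (Cyr61 for Ccn1, Ctgf for Ccn2, Mycl1 for Mycl), and the gene the study calls Ttf1 was taken as Nkx2-1.

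A score per library was the mean log2(FPKM + 1) of the SCLC neuroendocrine genes minus that of the non-neuroendocrine genes, and stands in for the study's SCN score, whose weights were not used here. It was compared with an exact permutation test, which cannot go below p = 0.1 with 3 against 3. Genes named in the text were chosen by a rule fixed beforehand and gave 114 genes: all measured members of the lists of the study's genes (18), the 10 largest changes in each direction among genes that passed the threshold with groups that did not overlap and with at least 5 FPKM in the higher group (20), and up to 4 members of each other list with the largest change (90). A gene could be named by several parts of the rule. Members that went against the direction of their list, members below the filter and a few further genes were named after their values were seen. Some genes that the rule names are not reported here.

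Alternatives were other pseudocounts (0.1 and 5), no filter or a filter at 5 FPKM, other scalings between libraries (same total, upper quartile, quantile normalization, a trimmed mean of log ratios, and the same total with the 20 most abundant genes left out), limma without the trend or with robust variances, the replicate number as a block, leaving out each library in turn, an estimated correlation for the lists, and the score over filtered members. Summing the lines of a symbol, and leaving out each library for the gene families of the closing section, were added after seeing the data. Tables were joined and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.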

Results

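Gene expression in a mouse SCLC line of metastasizing cells was measured by RNA-seq with a control virus (SMC-Ctrl) or with active TAZ (SMC-TAZ-4SA), in 3 libraries each. The FPKM values summed to 284422, 297034 and 292754 in SMC-Ctrl replicates 1 to 3 and to 361800, 331488 and 324938 in SMC-TAZ-4SA replicates 1 to 3. Between 11135 and 11318 symbols per library reached 1 FPKM, and the 20 most abundant genes held 6.69% to 7.31% of each total. Across the 12141 tested genes, Pearson's r of log2 values was 0.990 to 0.997 within the groups and 0.654 to 0.664 between them. SMC-TAZ-4SA replicate 1 stood somewhat apart from the others of its group (0.991 and 0.990, against 0.997 between those). These correlations are across genes, which are not independent replicates.

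To learn how active TAZ changes the expression state of SMC, SMC-TAZ-4SA was compared with SMC-Ctrl. Chga, which encodes the granule protein chromogranin A of neuroendocrine cells, fell from 94.2 ± 2.25 to 0.328 ± 0.163 FPKM with TAZ-4SA (SD, n = 3). Vim, which encodes the intermediate filament of mesenchymal cells, rose from 0.0465, 0.0285 and 0 FPKM in the control libraries to 1442 ± 152 FPKM. The oncogene Myc rose from 1.07 ± 0.0471 to 65.3 ± 2.07 FPKM, while its relative Mycl1 fell from 2213 ± 104 to 539 ± 16.3 FPKM. Ncam1 and Cd44, the markers by which the cells were sorted, both rose.

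Of the 12141 tested genes, limma called 9754 changed (80.3%), 4939 of them higher and 4815 lower in SMC-TAZ-4SA. With each library scaled to the same total the split was 3984 higher and 5883 lower, so 40.4% of the changed genes were higher in place of 50.6%. The median log2 fold change of all tested genes was 0.02 as deposited and −0.18 with the same total, and fold changes are given relative to the deposited scale. At least 2-fold changes on the log2(FPKM + 1) scale were seen for 3914 genes, 1886 higher and 2028 lower. The groups did not overlap for 10007 genes (82.4%), where chance alone gives 10%.

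**Figure D1:**
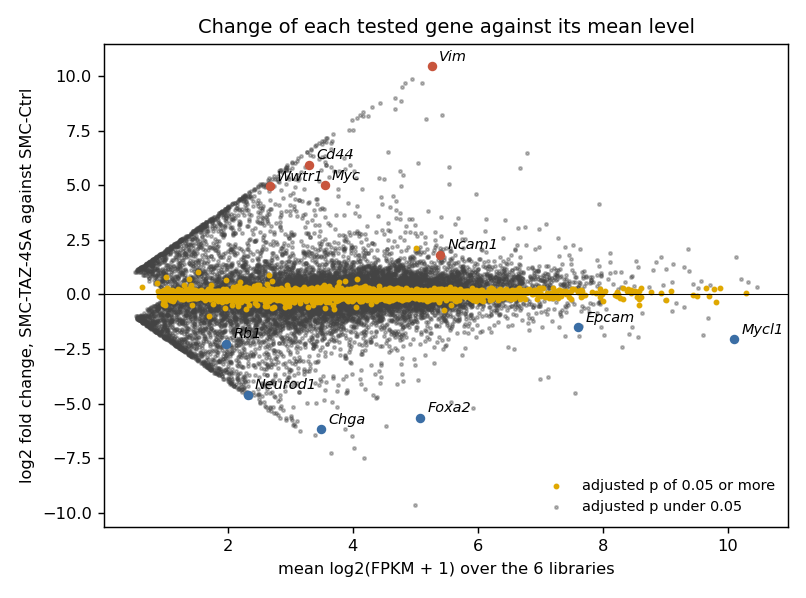
Log2 fold change of each tested gene (SMC-TAZ-4SA against SMC-Ctrl, n = 3 each) against its mean log2(FPKM + 1) over the 6 libraries, with genes of adjusted p under 0.05 in grey, the others in yellow, and named genes in red (higher) or blue (lower). Changed genes lie on both sides of 0 at every level, with Vim at 10.45 and Chga at −6.17.

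Wwtr1, the gene of TAZ (chromosome 3, 57455649 to 57575910 of GRCm38), was the first check of the labels. It rose from 0.143 ± 0.0329 FPKM in SMC-Ctrl to 34.5 ± 2.41 FPKM in SMC-TAZ-4SA (SD, n = 3), a log2 fold change of 4.95 (SE 0.0701, adjusted p = 3.51e-10 by limma). The study also describes TAZ as higher in non-SMC, so Wwtr1 does not tell TAZ-4SA cells from non-SMC. The species of the construct is not stated, so reads of the construct may be counted only in part. Its paralogue Yap1 rose from 6.12 ± 0.536 to 33.6 ± 0.334 FPKM, a log2 fold change of 2.28. Cd44, the marker of the non-metastasizing cells, rose from 0.257 ± 0.0435 to 76.4 ± 2.24 FPKM. Ncam1 (chromosome 9, 49502136 to 49798925), the marker by which SMC are selected, rose as well, from 21.4 ± 1.18 to 78.5 ± 4.97 FPKM, a log2 fold change of 1.83 (SE 0.0720, adjusted p = 8.12e-08 by limma). Epcam, a surface marker of epithelial cells, fell from 326 ± 21.3 to 115 ± 8.91 FPKM. Among the tumour suppressors deleted in the model, Rb1 (chromosome 14, 73183673 to 73325822) fell from 7.59 ± 0.0922 to 0.802 ± 0.160 FPKM, a log2 fold change of −2.26 (SE 0.0754, adjusted p = 2.86e-08 by limma). Trp53 was at 3.20 ± 0.355 and 2.70 ± 0.608 FPKM and did not pass (log2 fold change −0.19, adjusted p = 0.176). It passed when SMC-TAZ-4SA replicate 1 was left out (−0.32, adjusted p = 0.00588) and under the same-total (−0.36), upper-quartile (−0.30) and top-20-left-out (−0.36) scalings, and its adjusted p ran from 0.00588 to 0.791 over all alternatives. Gene-level FPKM does not show which exons the reads came from, and Rcbtb2 and Lpar6 overlap the Rb1 locus. Of the 7 model and sort genes, 4 were higher, 2 lower and 1 did not pass (camera adjusted p = 0.356).

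The TAZ targets and SCN genes that the study named were followed next. All 5 targets rose. Cyr61 and Ctgf, secreted matricellular proteins, reached 592 ± 23.6 and 932 ± 34.9 FPKM in SMC-TAZ-4SA, with 0.273 ± 0.125 FPKM of Cyr61 and 0.0336, 0 and 0.0116 FPKM of Ctgf in the controls. Axl, a receptor tyrosine kinase, was listed at 0 in all SMC-Ctrl libraries and at 113 ± 3.51 FPKM with TAZ-4SA, and the growth factor gene Areg rose from 0.290 ± 0.0798 to 5.50 ± 0.873 FPKM. As a list they rose relative to other genes (median log2 fold change 8.87, camera adjusted p = 4.18e-04), but not with an estimated correlation (adjusted p = 0.0817 with an estimated correlation). All 6 SCN genes fell. Beside Chga, the transcription factor genes Insm1 and Neurod1 fell from 62.0 ± 9.94 to 1.18 ± 0.0801 FPKM and from 23.5 ± 1.27 to 0.0167 ± 0.00502 FPKM, Nkx2-1 from 209 ± 36.3 to 37.8 ± 4.20 FPKM and Sox11 from 48.0 ± 2.77 to 18.6 ± 0.507 FPKM. Their list median was −4.71 (camera adjusted p = 4.84e-04, adjusted p = 0.136 with an estimated correlation). Adjusted over the list alone the counts were the same, 5 higher and 6 lower. The study named the targets as higher and the SCN genes as lower after TAZ-4SA expression in these cells, so neither list is independent evidence of its direction.

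**Figure D2:**
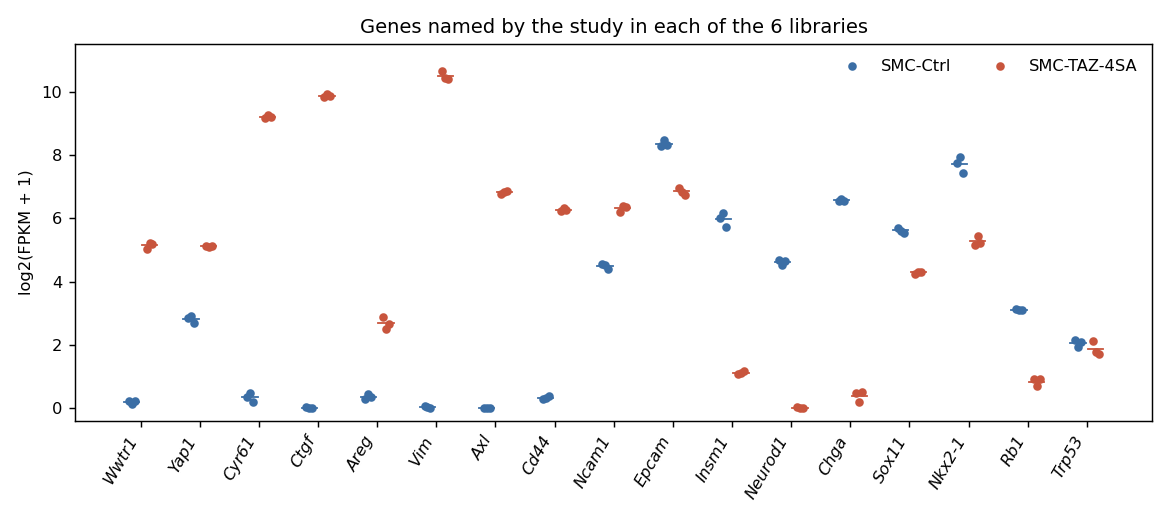
Level of genes named by the study, as log2(FPKM + 1), in the 3 SMC-Ctrl (blue) and 3 SMC-TAZ-4SA (red) libraries; each dot is a library and each bar the mean of a group. Among the genes drawn, the groups overlap only for Trp53, and Ncam1 lies higher in SMC-TAZ-4SA.

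Of the 28 lists, 27 were tested and 14 passed camera at the preset correlation, of which 4 passed with an estimated correlation (synaptic vesicle and secretion, mesenchymal, adhesion and actin cytoskeleton, and SCLC non-neuroendocrine genes). Adjusted over the list alone, the numbers of members higher and lower were those over all genes in every list except S phase.

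In a wider signature of 22 YAP and TAZ targets, which again holds Cyr61, Ctgf and Axl, 18 genes were higher, 2 lower and 2 did not pass, with a median log2 fold change of 2.98 (camera adjusted p = 5.06e-06, adjusted p = 0.245 with an estimated correlation). Ankrd1, a nuclear cofactor of muscle, was listed at 0 in the control libraries and at 323 ± 24.7 FPKM with TAZ-4SA, and Myof, Amotl2 and Lats2 rose to 57.1 ± 4.71, 134 ± 6.84 and 20.8 ± 1.90 FPKM. The lower members were Nt5e (−1.13) and Nuak2 (−0.19). Among 22 Hippo pathway components, 17 were higher, 1 lower and 4 did not pass (median 0.90, camera adjusted p = 2.90e-04, adjusted p = 0.310 with an estimated correlation). Wwc2 rose from 0.403 ± 0.0282 to 55.1 ± 5.54 FPKM and Frmd6 from 1.13 ± 0.185 to 14.4 ± 0.179 FPKM, both encoding upstream regulators of the pathway. Vgll4, which encodes a competitor of YAP and TAZ for TEAD factors, was the member that fell, from 40.9 ± 1.46 to 20.4 ± 3.31 FPKM.

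Neuroendocrine genes fell together. In the SCLC neuroendocrine list, 21 of 22 genes were lower and 1 higher (median −4.13, camera adjusted p = 1.67e-08, adjusted p = 0.0936 with an estimated correlation). Scg3, for a granule protein, fell from 64.1 ± 1.79 to 0.0741 ± 0.0511 FPKM and Sez6 from 46.4 ± 2.34 to 0.0214 ± 0.0140 FPKM, and Bex1 rose from 26.0 ± 1.90 to 85.6 ± 9.97 FPKM. The non-neuroendocrine part of the list had 18 of 21 genes higher and 3 lower (median 3.80, camera adjusted p = 1.01e-05, adjusted p = 0.0455 with an estimated correlation). S100a10 rose from 1.24 ± 0.0842 to 584 ± 115 FPKM and the ephrin receptor gene Epha2 from 0.437 ± 0.0678 to 94.7 ± 2.05 FPKM, while Slc16a5 (−2.43), S100a16 (−1.77) and Ifitm2 (−0.44) fell. The score of neuroendocrine minus non-neuroendocrine genes was 2.90 ± 0.0576 in SMC-Ctrl and −3.46 ± 0.0347 in SMC-TAZ-4SA (SD, n = 3), a difference of −6.37. The exact 2-sided permutation p was 0.1, the smallest that 3 against 3 allows. Of 26 synaptic vesicle and secretion genes, 24 were lower, 1 higher and 1 did not pass (median −3.37, camera adjusted p = 1.34e-09, adjusted p = 0.0229 with an estimated correlation). The vesicle fusion gene Snap25 fell from 35.3 ± 0.681 to 0.0217 ± 0.0127 FPKM, the prohormone convertase gene Pcsk1 from 96.8 ± 3.80 to 0.138 ± 0.0150 FPKM and the complexin gene Cplx2 from 105 ± 5.14 to 3.15 ± 0.238 FPKM.

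Among SCLC transcription factors, 10 of 13 tested genes were lower, 2 higher and 1 did not pass (median −2.03, camera adjusted p = 0.00708, adjusted p = 0.374 with an estimated correlation). Foxa2 fell from 239.9 ± 31.5 to 3.83 ± 0.773 FPKM and Prox1 from 37.5 ± 3.05 to 0.0588 ± 0.0316 FPKM, and Rest, which encodes a repressor of neuronal genes, rose with Myc, from 0.230 ± 0.0315 to 10.6 ± 3.55 FPKM. Notch pathway genes went both ways, with 5 of 14 higher, 8 lower and 1 that did not pass (median −1.28, camera adjusted p = 0.367). The receptor genes Notch1 and Notch2 rose by log2 2.35 and 2.44, and the ligand gene Jag1 by 2.71. The target genes went both ways, with Hes1 (2.47) and Hey2 (0.91) higher, Hey1 (−1.05) and Nrarp (−1.51) lower, and Hes5 at 3.02 ± 0.451 FPKM in SMC-Ctrl and listed at 0 in all SMC-TAZ-4SA libraries, while the ligand genes Dll1 and Jag2 fell from 9.48 ± 0.549 to 0.364 ± 0.114 FPKM and from 45.6 ± 5.10 to 1.64 ± 0.272 FPKM. Mfng and Hes6 fell to 0.327 ± 0.0727 and 5.33 ± 0.604 FPKM.

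Mesenchymal genes rose, all 18 tested of 19 (median 4.2, camera adjusted p = 4.55e-09, adjusted p = 0.0229 with an estimated correlation). Acta2, the smooth muscle actin gene, was listed at 0 in the control libraries and at 819 ± 93.7 FPKM with TAZ-4SA, Lox rose from 0.120 ± 0.0257 to 318 ± 50.4 FPKM, and Sparc rose from 0, 0.0433 and 0.0731 FPKM to 454 ± 33.1 FPKM. Fibroblast markers moved with them, in that all 6 tested of 10 were higher (median 3.84, camera adjusted p = 3.52e-04, adjusted p = 0.0936 with an estimated correlation). Pdgfrb rose from 0.0526 ± 0.0143 to 67.1 ± 4.83 FPKM and Col1a1 from 0.0136 ± 0.00496 to 276 ± 24.2 FPKM, whereas Dcn and Lum, which fibroblasts express at high levels, were at no more than 0.0222 FPKM in any SMC-TAZ-4SA library and, like Fap and Pdgfra, were below the filter and not tested. Vim, Acta2, Lox, Sparc, Pdgfrb, Col1a1, Col1a2 and Col3a1 were below 1 FPKM in every control library. They passed the filter only through SMC-TAZ-4SA and could not have been called lower. All 25 adhesion and actin cytoskeleton genes rose (median 3.21, camera adjusted p = 6.67e-10, adjusted p = 0.0229 with an estimated correlation). The integrin gene Itga5 was listed at 0 in the control libraries and at 119.6 ± 3.81 FPKM with TAZ-4SA, Thbs1 rose from 1.51 ± 0.0264 to 741 ± 83.1 FPKM and Cnn2 from 3.14 ± 0.0162 to 263 ± 19.5 FPKM. Epithelial genes mostly fell, with 15 of 19 lower, 3 higher and 1 that did not pass (median −1.0, camera adjusted p = 0.00234, adjusted p = 0.310 with an estimated correlation). The transcription factor gene Elf3 fell from 70.2 ± 1.13 to 2.19 ± 0.144 FPKM and the tight junction gene Tjp3 from 29.7 ± 2.43 to 0.395 ± 0.0361 FPKM, while Cdh1 kept 81.9 ± 4.85 of 126 ± 4.86 FPKM. The higher members were Cldn4 and Krt19, which rose to 22.2 ± 1.70 and 76.5 ± 15.1 FPKM, and Cldn6 (log2 fold change 0.97).

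**Figure D3:**
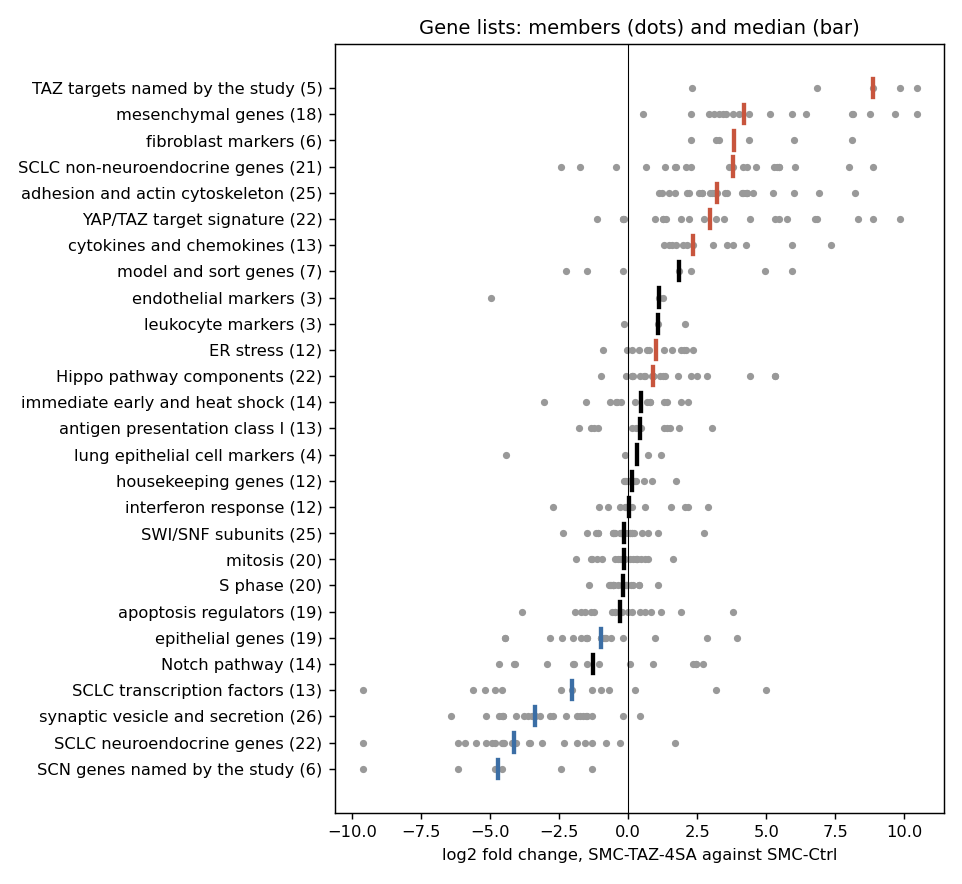
Log2 fold changes (SMC-TAZ-4SA against SMC-Ctrl) of the tested members of each list (grey dots, number in brackets) with the list median as a bar, red or blue where camera passed at the preset correlation and black otherwise. Medians run from −4.71 for the SCN genes to 8.87 for the TAZ targets named by the study.

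Of 22 cytokine and chemokine genes 13 were tested, and all of these were higher (median 2.35, camera adjusted p = 8.41e-06, adjusted p = 0.0554 with an estimated correlation). Cxcl12 rose from 0.0150, 0 and 0.00842 FPKM to 163 ± 2.51 FPKM, Csf1 from 0.987 ± 0.111 to 121 ± 4.42 FPKM and Lif from 1.25 ± 0.189 to 41.7 ± 0.733 FPKM. Cxcl12 and Ccl2, below 1 FPKM in every control library, passed the filter only through SMC-TAZ-4SA and could not have been called lower. The other 9, among them the inflammatory cytokine genes Il6, Il1a, Il1b and Tnf, stayed below 1 FPKM in every library and were not tested. The interferon response list showed no common direction, with 6 of 12 genes higher, 4 lower and 2 that did not pass (median 0.04, camera adjusted p = 0.706). Ddx58, an RNA sensor, rose from 0.246 ± 0.0669 to 8.27 ± 0.557 FPKM and Isg15 from 1.07 ± 0.249 to 8.19 ± 0.957 FPKM, while Usp18 fell from 7.42 ± 0.30 to 0.276 ± 0.124 FPKM. Of 13 class I antigen presentation genes, 8 were higher, 4 lower and 1 did not pass (median 0.42, camera adjusted p = 0.402). B2m rose from 34.3 ± 4.73 to 285 ± 35.5 FPKM. Of the immunoproteasome genes, Psmb8 fell from 9.56 ± 0.761 to 2.11 ± 0.477 FPKM, whereas Psmb10 rose from 3.42 ± 0.755 to 14.6 ± 1.80 FPKM.

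The SWI/SNF complex, which the study places upstream of TAZ, had 12 of 25 subunit genes lower, 4 higher and 9 that did not pass (median −0.16, camera adjusted p = 0.323). Bcl7a fell from 53.6 ± 2.31 to 9.56 ± 0.30 FPKM and Smarcc2 from 90.5 ± 4.30 to 40.1 ± 3.25 FPKM, and Smarcd3 rose from 1.91 ± 0.183 to 18.6 ± 2.17 FPKM. Actl6b, the neuronal actin-like subunit, was at 1.86 ± 0.145 FPKM in SMC-Ctrl and listed at 0 in all SMC-TAZ-4SA libraries.

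Proliferation genes moved in both directions. Of 20 S phase genes, 10 were lower, 3 higher and 7 did not pass (median −0.19, camera adjusted p = 0.264). Adjusted over the list alone, 9 were lower and 3 higher. E2f1 fell from 58.8 ± 5.27 to 21.1 ± 1.01 FPKM and Gins2 rose from 13.5 ± 1.53 to 29.5 ± 3.49 FPKM. Of 20 mitosis genes, 10 were lower, 7 higher and 3 did not pass (median −0.17, camera adjusted p = 0.542). Tpx2 fell from 326 ± 0.481 to 86.0 ± 3.78 FPKM and Mki67 from 174 ± 6.34 to 70.5 ± 9.69 FPKM, and Aurka rose from 25.7 ± 0.593 to 81.4 ± 9.66 FPKM. Apoptosis regulators also split, with 11 of 19 lower, 6 higher and 2 that did not pass (median −0.30, camera adjusted p = 0.402). The survival gene Bcl2l1 fell from 69.9 ± 2.08 to 17.7 ± 1.6 FPKM, and of the pro-apoptotic genes Bik fell from 28.4 ± 3.90 to 1.04 ± 0.234 FPKM while Pmaip1 and Bak1 rose to 13.7 ± 1.07 and 81.6 ± 1.16 FPKM.

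Stress genes were uneven. ER stress genes rose, 9 of 12, with 1 lower and 2 that did not pass (median 1.01, camera adjusted p = 0.0114, adjusted p = 0.303 with an estimated correlation). The chaperone gene Hspa5 rose from 143 ± 5.12 to 538 ± 58.7 FPKM and Chac1 from 3.87 ± 0.226 to 24.0 ± 1.27 FPKM, and Dnajb9 was the member that fell (−0.90). In the immediate early and heat shock list, 8 of 14 genes were higher and 6 lower (median 0.46, camera adjusted p = 0.416). Fos fell from 25.4 ± 8.35 to 2.09 ± 0.438 FPKM and Egr1 from 128 ± 45.4 to 41.4 ± 3.41 FPKM, with control libraries of 16.9, 25.7 and 33.6 FPKM for Fos. Hspa1a and Hspa1b rose by log2 1.89 and 2.18, but they are near-identical copies whose reads may be shared. Of the 12 housekeeping genes, 9 did not pass and 3 were higher (median 0.12, camera adjusted p = 0.402). Actb rose from 620.0 ± 58.5 to 2044 ± 174 FPKM and Sdha from 52.7 ± 2.33 to 78.1 ± 3.73 FPKM.

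Markers of other cell types were mostly below the filter. Of 14 leukocyte markers 3 were tested, 2 higher and 1 that did not pass (median 1.06, camera adjusted p = 0.286). Csf1r was listed at 0 in the control libraries and at 3.19 ± 0.209 FPKM with TAZ-4SA, and Cd14 rose from 0.137 ± 0.0493 to 1.37 ± 0.126 FPKM, while the pan-leukocyte gene Ptprc reached no more than 0.0395 FPKM in any library. Of the 10 endothelial markers 3 were tested, 2 higher and 1 lower, with a median of 1.10 and a mean of −0.87 that differ in sign (camera adjusted p = 0.753). Vwf fell from 31.0 ± 2.26 to 0.0176 ± 0.00571 FPKM, and Kdr and Egfl7 rose to 2.14 ± 0.248 and 3.72 ± 0.620 FPKM. Of the 10 lung epithelial markers 4 were tested, 2 higher, 1 lower and 1 that did not pass, again with a median (0.30) and a mean (−0.67) of different sign (camera adjusted p = 0.966). Scgb1a1, the club cell secretory protein gene, was at 21.0 ± 2.83 FPKM in SMC-Ctrl and listed at 0 with TAZ-4SA, while Ager and Hopx rose to 3.99 ± 0.756 and 2.51 ± 0.551 FPKM. The only tuft cell marker past the filter, Sox9, rose from 0.203 ± 0.0257 to 16.4 ± 2.31 FPKM, and its list was too short to test.

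Among genes of at least 5 FPKM in the higher group, the 10 largest increases included those of Vim, Ctgf, Acta2, Lgals1, Bgn, Msn, Cyr61, Sparc and Spp1. Lgals1, for a galectin, rose from 0.215 ± 0.103 to 984 ± 107 FPKM, Bgn, for the matrix proteoglycan biglycan, from 0.0184 ± 0.00632 to 742 ± 6.03 FPKM and Msn, for the cortical linker moesin, from 0.131 ± 0.00166 to 578 ± 25.8 FPKM. Spp1 rose from 0.0644, 0 and 0 FPKM to 385 ± 25.4 FPKM. The 10 largest decreases included those of Aldh1a7, Clca4, Ddc, Nov, Pcsk1, Sox1, Chga, Calca and Id2. Ddc, the enzyme that makes serotonin and dopamine, fell from 184 ± 6.89 to 0.423 ± 0.149 FPKM, Calca, the calcitonin and CGRP gene, from 123 ± 13.2 to 0.754 ± 0.318 FPKM, and Id2 from 186 ± 10.8 to 1.92 ± 0.665 FPKM. Aldh1a7, Clca4, Nov and Sox1 fell to 0.355 ± 0.0443, 0.0269 ± 0.0119, 0.668 ± 0.0545 and 0.0321 ± 0.00883 FPKM.

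**Figure D4:**
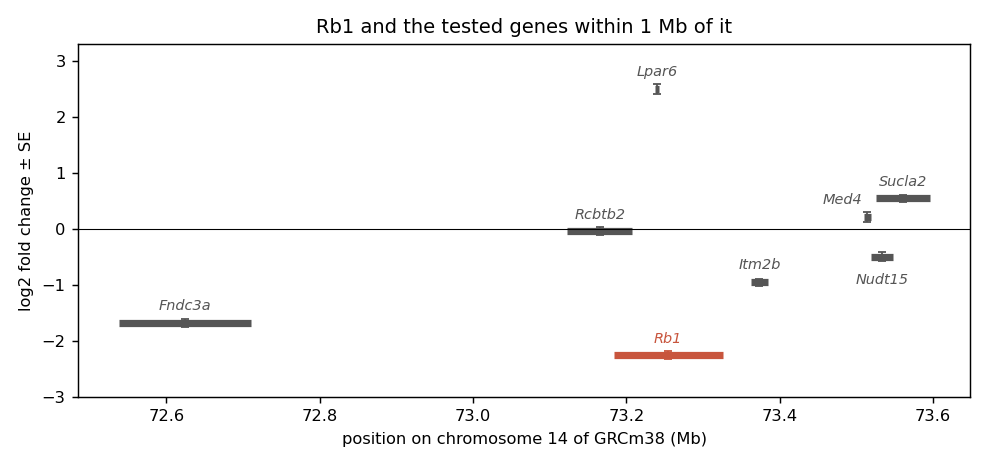
Log2 fold change ± SE of Rb1 (red) and of the 7 tested genes within 1 Mb of it (grey), each drawn from its start to its end on chromosome 14 of GRCm38. Rb1 is at −2.26, Fndc3a at −1.68 and Itm2b at −0.95, while Rcbtb2, which overlaps Rb1, is at −0.04.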

Values the study reported

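The study reported liver metastases in 13 out of 15 mice that received NCAM-high, CD44-low or CD44-negative tumour cells. Among mice given NCAM-low, CD44-high cells, it reported distant metastasis in 1 out of 15.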

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

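The sum over the lines of a symbol was chosen only after the values were seen. Mecom, a zinc finger transcription factor gene, stood on 2 lines and was left out of the tests in the report, and its sum was at 12.2, 12.5 and 13.3 FPKM in SMC-TAZ-4SA (mean 12.6, n = 3) against 0.154, 0.132 and 0.359 FPKM in SMC-Ctrl. It was singled out as a signal above the control level in lines that the report does not use, and only the alternative with summed symbols tested such genes.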

How the results depend on the processing

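The summed lines per symbol were chosen after the data were seen. Neither the score nor any list or named gene past the threshold changed sign under any alternative, but the balance of 4939 genes higher against 4815 lower turned to more genes lower with the same total (3984 higher, 5883 lower), the upper quartile (4260, 5561), quantile normalization (4789, 5088), the 20 most abundant genes left out (3987, 5897), no filter (5880, 5973) and SMC-TAZ-4SA replicate 1 left out (5046, 5104), and the cause was not tested. The count of changed genes ran from 7650 of 9561 tested with a filter at 5 FPKM to 11853 of 17987 without a filter, was 9780 with symbols summed, and ranged from 9111 to 10150 when each library was left out in turn, with the same 12141 genes tested. Leaving out libraries gave 4559 to 5046 genes higher, 4514 to 5104 lower, 3845 to 4012 changed at least 2-fold, 14 lists each time, a score difference of −6.40 to −6.34 and a log2 fold change of Wwtr1 of 4.92 to 5.01. A pseudocount of 5 left 2121 genes changed at least 2-fold and a score difference of −4.24, a pseudocount of 0.1 gave −8.34, since a larger pseudocount shrinks low values, and the score over filtered members was −7.02. With an estimated correlation 4 lists passed in place of 14, and with quantile normalization S phase also passed (median −0.46, adjusted p = 0.00926). With the 20 most abundant genes left out, 40.3% of the changed genes were higher. Replicate numbers did not pair the libraries (correlation of same-numbered deviations across genes −0.250, −0.0599 and −0.307). For differently numbered libraries it ran from −0.296 to 0.389, the highest for SMC-Ctrl replicate 3 with SMC-TAZ-4SA replicate 1. A pairing in another order was not tested. With the replicate number as a block, 9350 genes changed (4735 higher, 4615 lower), 3914 at least 2-fold, and 14 lists passed. Among named genes, 2151 values kept their direction and side of the threshold and 4, all of Trp53, passed it. For the lists, 548 values kept their side of the threshold or came from a list too short to test there or in the main comparison. A change of sign in a list that did not pass was not counted as a change. Another 10 list values no longer passed with an estimated correlation and 1 newly passed. The planned test with a count model was not run because the values are not counts, and the unknown read number limits what can be said of values near 0.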

Other observations

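The gene families in this part and their values with libraries left out, the test for fibroblasts, the test for swapped labels, the test of Itm2b and the requirement that most neighbours of Rb1 lie 2 SE above −0.5 were chosen only after the values were seen. The families are described by counts of genes past limma's threshold, with no test of the family, since they were picked for their direction. Of 26 tested collagen chains, 23 were higher, 2 lower and 1 did not pass (median log2 fold change 2.98), with Col1a1, Col1a2 and Col3a1 of the mesenchymal list among those higher. Col5a2 rose from 0, 0.00335 and 0 FPKM to 248 ± 5.04 FPKM (SD, n = 3) and Col4a1, of the basement membrane, from 18.7 ± 0.830 to 144 ± 14.7 FPKM, while Col9a2 (−1.92) and Col25a1 (−1.09) fell. All 7 laminin chains rose (median 2.77), among them Lamb1 and Lamc1 of the adhesion list, and Lamb3 rose from 0.0599 ± 0.0248 to 22.7 ± 0.613 FPKM. Of 36 proteasome subunits 31 were higher, 2 lower and 3 did not pass (median 0.66). Of the immunoproteasome, Psmb8 and Psmb9 were lower and Psmb10 was higher (log2 fold change 1.83). Over all 36 subunits the size varied with the scaling, with a median of 0.44 at the same total and 0.40 with quantile normalization (28 higher, 4 lower). SMC-TAZ-4SA replicate 1 was the highest of its group for 35 of the 36. Without that library the median was 0.54 (31 higher, 2 lower). Of 31 potassium channel subunits 27 fell, 2 rose and 2 did not pass (median −1.79), such as Kcnh2 from 23.8 ± 1.17 to 0.257 ± 0.0131 FPKM and Kcnk2 from 40.5 ± 1.12 to 0.882 ± 0.116 FPKM, with Kcnab1 and Kcnn3 higher.

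Of 9 genes of the Hoxb cluster 8 fell (median −1.04), Hoxb5 from 43.1 ± 1.39 to 6.68 ± 0.0685 FPKM, and Hoxb13 was listed at 0 in the controls and at 1.44 ± 0.0754 FPKM with TAZ-4SA. Of 15 genes of cholesterol synthesis and uptake 11 fell, 3 rose and 1 did not pass (median −0.57), Hmgcs1 from 54.2 ± 1.51 to 28.0 ± 1.88 FPKM. Of 9 keratins 5 were higher, 3 lower and 1 did not pass, and the basal keratin genes Krt14 and Krt17 rose to 64.7 ± 8.83 and 70.8 ± 10.9 FPKM from 0.0173 ± 0.00101 and 0.0377 ± 0.0305 FPKM. SMC-TAZ-4SA replicate 1 was the highest of its group for 8 of the 9 keratins and 11 of the 15 cholesterol genes. For the Hoxb cluster it was the highest for 3 of 9. Without that library the keratin median was 1.80 (5 higher, 4 lower). The cholesterol median was then −0.64 (4 higher, 11 lower). The sign of each family's median held under all 5 other scalings. Id1 fell from 369 ± 20.2 to 9.0 ± 0.468 FPKM, and Cdkn2a, which encodes the inhibitors p16 and p19ARF, rose from 137 ± 5.52 to 418 ± 18.2 FPKM. Xist fell from 199 ± 17.6 to 65.9 ± 21.4 FPKM, with 41.3, 77.3 and 79.2 FPKM in SMC-TAZ-4SA replicates 1 to 3.

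The 6 libraries can be parted 3 against 3 in 10 ways, which is too few for a share under 0.05. The real split gave 9754 changed genes by limma, 4939 higher, 4815 lower and 3914 at least 2-fold, and the highest of the others gave 0 for each, so 1 split of 10, the real one, reached each count. The other splits gave between 1 and 86 genes at an unadjusted p under 0.05, against 9857 in the real one. Each of these other splits mixes libraries of both groups, so the difference between the groups enters their residual spread and keeps calls few. Their counts are therefore no measure of what chance alone gives. For the lists, 4 of the 10 splits, the real one included, passed at least the real 14, with 15 in the highest other. The number of lists passed at the preset correlation thus does not set the real groups apart from mixed splits.

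Changes in 80.3% of the tested genes are a wide response, and active TAZ acting on many genes may account for it. Fibroblasts growing in place of SMC are argued against by the epithelial genes, which kept a median of 48.7% of their control level. The interval of 29.9% to 56.9% is from a bootstrap over the 19 genes, not over libraries. Dcn and Lum, at no more than 0.0222 FPKM, go the same way, but all 6 tested fibroblast markers rose. Of these, Pdgfrb, Col1a1, Col1a2 and Col3a1 passed the filter only through SMC-TAZ-4SA, so they could not have been called lower. Of the untested markers, Dcn and Fap had lower means in SMC-TAZ-4SA and Pdgfra a higher one, all under 1 FPKM. The cut-offs of this test were set after the values were seen. A different clone or karyotype was not settled by chromosome medians: the farthest of 20 chromosomes, chromosome 1, departed by 0.142 on the log2 scale, none by more than 0.3, but 4 had an interval that passed 0.2. So another epithelial tumour line, a clone selected after infection, or non-SMC in place of SMC-TAZ-4SA, which is how the data statement of the study lists this series, stays open beside an effect of TAZ-4SA. Higher Wwtr1 and Cd44 with lower neuroendocrine genes go with what the study describes in SMC after TAZ-4SA, where TAZ targets were also higher. They go also with its description of non-SMC, for which it reports higher Yap and enriched Hippo and immune pathways. Yap1 rose here by 2.28 on the log2 scale. Of 22 Hippo components 17 were higher and 1 lower, and all 13 tested cytokine and chemokine genes were higher. The interferon response and class I antigen presentation lists did not pass camera. Higher Ncam1 RNA goes with neither description and does not tell them apart. The study describes NCAM protein as lower after TAZ-4SA, and non-SMC were sorted as NCAM-low by surface protein, not RNA.

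Ncam1 RNA rose by 1.83 on the log2 scale. The study describes NCAM protein as lower after TAZ-4SA, the opposite direction. Its RNA results in other cells also differ from the rise seen here. It describes Ncam as higher in non-SMC after Taz knockdown, and NCAM as higher in human SCLC with low TAZ RNA. Scaling between libraries is argued against, since the lowest log2 fold change under other scalings was 1.61. Swapped labels are too, since the lowest Wwtr1 of the SMC-TAZ-4SA libraries was 195 times the highest of SMC-Ctrl. A difference between RNA and protein, or between cultures, or a wrong identity of the SMC-TAZ-4SA libraries, may explain the contrast with the protein result. None of these was tested. A difference between RNA and protein would leave the contrast with the study's RNA results in other cells unexplained.

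Rb1 fell by 2.26 on the log2 scale, although conditional deletion was part of the model in both groups. By genotyping, the study found Rb1 and Trp53 deleted in both the SMC and the non-SMC subpopulation. It describes no genotype of the cells after infection. Rb1 RNA was at 7.59 FPKM in SMC-Ctrl, and gene-level FPKM does not show whether it came from the deleted exons. Scaling is argued against, since the highest log2 fold change under other scalings was −2.14, and loss of the whole 1 Mb segment is too, since the 7 tested neighbours had a median of −0.0447 and 4 lay more than 2 SE above −0.5. A shorter loss from Rb1 to Itm2b cannot be told apart: Itm2b was at −0.95 (SE 0.0604), about what loss of a single copy would give, but Rb1 kept 10.6% of its control level, so such a loss falls short of the Rb1 change unless its copies gave unequal amounts of RNA. Lpar6, inside Rb1, rose (2.50) and Rcbtb2, which overlaps its end, did not pass (−0.0447), and strand is not stated, so reads of these genes and Rb1 may be mixed. An effect of TAZ-4SA on Rb1 RNA and a subset of cells with another Rb1 allele also stay open as hypotheses.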
